# miR-487b, miR-3963 and miR-6412 delay myogenic differentiation in mouse myoblast-derived C2C12 cells

**DOI:** 10.1186/s12860-015-0061-9

**Published:** 2015-04-30

**Authors:** Naoki Katase, Kumiko Terada, Takahiro Suzuki, Shin-ichiro Nishimatsu, Tsutomu Nohno

**Keywords:** Microrna (miRNA), C2C12, myoblast-derived cell, Skeletal muscle, Myogenic differentiation, miR-487b, miR-3963, miR-6412

## Abstract

**Background:**

Skeletal muscle differentiation is a multistep, complex pathway in which several important signaling molecules are involved. Recently, microRNAs (miRNAs), endogenous non-coding small RNAs that regulate mRNAs, have been proposed to be involved in skeletal muscle differentiation. In this study, we identified skeletal muscle differentiation-associated miRNAs by comparing miRNA expression profiles between C2C12 cells and Wnt4 over-expressing C2C12 cells (W4-08), which can spontaneously differentiate into myotubes.

**Results:**

We identified miR-206, miR-133a, and miR-133b as up-regulated miRNAs and miR-487b, miR-3963 and miR-6412 as down-regulated miRNAs in differentiating cells. We focused on the down-regulated miRNAs because their functions were largely unknown. Transfection of mimics of these miRNAs into C2C12 cells resulted in significantly reduced expression of myogenic differentiation markers, including troponin T and myosin heavy chain fast type and slow type, but did not affect the expression of the myogenic transcription factors, MyoD and myogenin.

**Conclusions:**

These miRNAs were characterized as new myogenic differentiation-associated miRNAs which may delay late myogenic differentiation or maturation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12860-015-0061-9) contains supplementary material, which is available to authorized users.

## Background

Skeletal muscle development is complex, involving several signaling pathways. Skeletal muscles are formed from somites, which are derived from paraxial mesoderm. Somites form initially as somitomeres, and after the epithelization process, they form mesenchymal sclerotome and dermomyotome. Mesodermal cells are selected to form myoblasts and subsequently differentiate into myotubes [1]. The molecular mechanism determining myogenesis was recently identified. The Wnt protein plays crucial roles in the development of skeletal muscle. Indeed, skeletal muscle is formed from paraxial mesoderm under the influence of signals from the neural tube and dorsal ectoderm, including Wnt proteins and BMP4 signaling, and myogenic cell fate is determined by intrinsic factors, MyoD and Myf5 [2-5]. The diverse Wnt members function differently. For example, Wnt1 expression preferentially activates Myf5, while Wnt7a-expressing cells activate MyoD, and Wnt4, Wnt5a and Wnt6 can activate both Myf5 and MyoD [6]. Wnt1, Wnt 3a and Wnt 5a induce the proliferation of satellite cells, a source of myoblasts [7].

Wnt4 over-expression in mouse myoblast-derived C2C12 cells induces hypertrophy of myotubes. Wnt4 over-expression in the presumptive limb field of the chick embryo results in up-regulation of PAX7 and MyoD, and increased skeletal muscle mass. Wnt4 over-expression in C2C12 cells induces an increase in fast-type myosin heavy chain (MyHC) expression. Moreover, Wnt4 is reported to negatively regulate myostatin [8,9]. Therefore Wnt4 is thought to possess myogenic activity.

Previously, we generated a Wnt4-over-expressing cell line from C2C12 cells, W4-08 [4]. C2C12 cells can differentiate into myotubes under reduced mitogen conditions, while W4-08 cells can spontaneously differentiate into myotubes even in proliferative conditions. We investigated the factors that specifically affect myogenic differentiation by comparing this Wnt4-over-expressing cell line with its parental C2C12 cell line.

MicroRNAs (miRNAs) are small, endogenous non-coding RNAs consisting of approximately 22 nucleotides that regulate mRNA expression by binding to complementary sequences of the mRNA leading to cleavage or translational repression [10]. These small single strand miRNAs target one or more mRNAs and play important roles in cell embryogenesis, cell differentiation, carcinogenesis and apoptosis [11]. Recently, involvement of miRNAs in skeletal muscle differentiation has been indicated [12].

Therefore, we searched for specific miRNAs that are involved in myogenic differentiation, and our miRNA microarray data demonstrated two novel miRNAs, miR-487b, miR-3963 and miR-6412 that are specifically down-regulated in C2C12 cells cultured in differentiation medium.

Transfection of the mimics of these miRNAs resulted in decreased expression of the myogenic markers, troponin T and myosin heavy chain (MyHC), suggesting delayed myogenic differentiation. Our results suggest that miR-487b, miR-3963 and miR-6412 are novel muscle-specific miRNAs that may function as negative regulators of skeletal muscle differentiation.

## Results and discussion

### miRNA microarray analysis

We compared the miRNA expression profiles of C2C12-PR cells (C2C12 cells grown in proliferation medium) vs. W4-08 cells (Wnt4-over-expressing C2C12 cells) cultured in proliferation medium. 

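C2C12 is a line of mouse myoblasts that differentiates into myotubes when the serum is lowered, and W4-08 is a subline of it that over-expresses Wnt4. Total RNA of 3 cultures was measured, each on 1 single-colour 3D-Gene microarray. C2C12-PR and W4-08-PR cells had grown in medium with 10% fetal bovine serum, and C2C12-DF cells in medium with 2% horse serum. For the RNA extraction the paper names Isogen, whereas the descriptions of the samples name the miRNeasy kit of Qiagen. Each array held 3200 spots, of which 1265 were mouse miRNA probes at 1 spot per probe, 1664 were blank and 16 were spike controls. Of the miRNA probes, 13 name several miRNAs. The authors deposited the brightness of every spot in arbitrary linear units, before background subtraction, together with a table of processed values. The mean of the blank spots, after trimming 5% at each end, gave a background of 95.9 units on the C2C12-PR array, 101 on C2C12-DF and 99.9 on W4-08-PR. A probe counts as detected where the authors give it a processed value, which begins at close to 2 SD of the trimmed blank spots above that mean, and 339, 370 and 477 probes were detected on the 3 arrays in that order. The dimmest of them lay 11.9, 10.8 and 9.77 units above background. Blank spots passed this limit at rates of 7.15%, 6.01% and 6.85%, rates at which 90.5, 76.0 and 86.7 of the 1265 probes would pass. Detection on all 3 arrays was reached by 277 probes. In the processed values the background is subtracted and each array is multiplied by its own factor (0.561, 0.647 and 0.914) that sets the median of its detected probes to 25. Here, the spot brightness was background-corrected with the normexp model of limma (offset 50), quantile-normalized across the 3 arrays and converted to log2. The offset draws the ratios of dim probes toward 0, and quantile normalization gives the brightest probes of each array the same values. A miRNA is called higher or lower when its log2 ratio is at least 1 in size, a 2-fold difference, and its probe is detected on the brighter array. Every condition has 1 array, so there are no replicates and no test between conditions was possible. The ± beside a log2 ratio is 1 technical SD, carried forward from the spread of the blank spots and of the spike controls, and holds no biological variation.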

W4-08 cells can differentiate into myotubes even in proliferative conditions. We identified 161 miRNAs to be up-regulated, including miR-206, miR-133b and miR-133a (by 5.84, 5.46 and 5.37 fold in log2 ratio, respectively), while only miR-487b, miR-6412 and miR-3963 were down-regulated by about −1.00 in log2 ratio (−1.70, −0.96 and −0.93 fold in log2 ratio, respectively). 

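miR-206, miR-133b and miR-133a, miRNAs enriched in muscle, stood highest in W4-08-PR relative to C2C12-PR among the 302 probes detected on both arrays. Their log2 ratios were 3.87 ± 0.15, 3.20 ± 0.19 and 2.75 ± 0.19, or 14.6-fold, 9.19-fold and 6.72-fold. The sequences of miR-133a and miR-133b are nearly alike, and whether their probes tell them apart was not tested. At the low end stood miR-6412, with a log2 ratio of -2.06 ± 0.16, and miR-3963, with -1.66 ± 0.085. miR-222 and miR-221, a pair that the paper cites among the miRNAs of skeletal myogenesis, were lower in W4-08-PR by log2 ratios of -1.496 ± 0.22 and -1.25 ± 0.15. miR-712-5p (-1.20 ± 0.13), miR-6364 (-1.16 ± 0.12), miR-3072-3p (-1.13 ± 0.20) and miR-1983 (-1.08 ± 0.14) complete the 8 miRNAs called lower, against 3 called higher. These 4 fell short of the limit without between-array normalization, at -0.91, -0.86, -0.52 and -0.80. miR-487b had a log2 ratio of -0.79 ± 0.18 and was not called. Its log2 ratio passed the limit with scaling to the 75th percentile (-1.10), an offset of 10 (-1.36) and plain background subtraction (-2.82). Of 19 probes for muscle-enriched miRNAs, 5 were detected on both arrays. Those 3 were higher and 2 were neither, and the median log2 ratio of the 5 lay at percentile 100 of 10000 random lists of like brightness. The paper had picked miR-206, miR-133b and miR-133a from these same arrays, so this percentile is no independent evidence. miR-1a-3p, the mature muscle miR-1, was detected on the W4-08-PR array only, at 31.3 units above background. All 4 miR-378 probes among the highest ratios, miR-378a-3p, miR-378b, miR-378c and miR-378d, lay between 0.88 and 0.95, and passed the 2-fold limit with median scaling. These miRNAs are also close in sequence and may not be separate measurements. Of the miR-199 and miR-214 group, 5 probes were detected and none was called, with a median of 0.67 at percentile 99.2. Without between-array normalization the joint probe of miR-199a-3p and miR-199b-3p, miR-199a-5p (1.06) and miR-214-3p (1.14) were called higher, and in the authors' processed values all 5, with a median of 1.997. None of 16 detected probes of the miR-17 group, whose clusters are linked to proliferation and hold several families, was called either. Their median was -0.14 at percentile 9.79, and it was above 0 without between-array normalization (0.061), when scaled to the spike controls (0.097) and in the authors' processed values (0.87). Of the 9 detected let-7 probes none was called, and their median was 0.29, whereas all 9 were higher in the authors' processed values, with a median of 1.26. The number of calls depends on the background step, with 17 miRNAs higher and 48 lower after plain background subtraction. That setting raises undetected probes to their array's lowest detected value, which is lowest for W4-08-PR. Probes undetected on both arrays read -0.60 in W4-08-PR over C2C12-DF and -0.21 in C2C12-DF over C2C12-PR. Part of the 48 may therefore rest on these floors. The balance of calls depends on the scale of each array, with 12 higher and 5 lower without between-array normalization. In the authors' processed values, where the median log2 ratio of the 277 probes detected on all 3 arrays is 1.05 in place of -0.025, 161 were higher and 1, miR-487b, was lower.

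**Figure D1:**
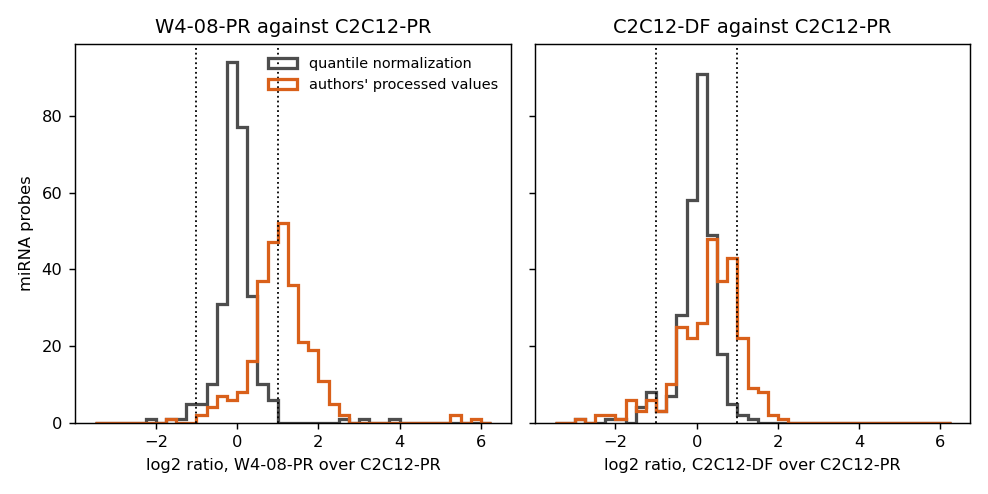
Number of miRNA probes detected on all 3 arrays (vertical axis) by log2 ratio (horizontal axis), for W4-08-PR over C2C12-PR (left) and C2C12-DF over C2C12-PR (right). Black lines show quantile-normalized values, orange lines the authors' processed values and dotted lines log2 ratios of 1 and -1; on the left the black lines centre on a median of -0.025 and the orange lines on 1.05.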

The expression of these up- and down-regulated miRNAs were also commonly altered when expression in C2C12-PR vs. C2C12-DF cells (C2C12 cells grown in differentiation medium) was compared; 42 miRNAs were up-regulated with miR-206, miR-133b and miR-133a being commonly up-regulated (2.21, 1.68 and 1.63 fold in log2 ratio, respectively), and miR-487b, miR-6412 and miR-3963 were down-regulated (−1.98, −2.99 and −2.13 fold in log 2 ratio, respectively). (see Gene Expression Omnibus (GEO) at NCBI with accession number GSE63454.)

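In differentiation medium, miR-206 was the highest of the 285 probes detected on both arrays, with a log2 ratio over C2C12-PR of 1.26 ± 0.15, or 2.40-fold. miR-145a-5p (1.11 ± 0.14) and miR-3090-5p (1.02 ± 0.14) were also higher. miR-6412 and miR-3963 were the lowest, at log2 ratios of -2.95 ± 0.12 and -2.05 ± 0.18, or 7.75-fold and 4.14-fold lower. miR-133b (0.60 ± 0.15) and miR-133a (0.57 ± 0.14) lay above 0 without being called. Both were called higher with plain background subtraction, at 1.21 and 1.34. miR-487b had a log2 ratio of -0.69 ± 0.19 and was called lower only where the background offset was smaller or absent, with -1.16 at an offset of 10, -2.15 with plain background subtraction and -1.98 in the authors' processed values. In all, 3 miRNAs were higher and 15 lower. The lower ones include 4 members of the miR-17 group, whose clusters are linked to proliferation and hold several families, miR-19 among them. These were miR-19b-3p (-1.32 ± 0.17), miR-20a-5p (-1.30 ± 0.14), miR-20b-5p (-1.17 ± 0.15) and miR-17-5p (-1.07 ± 0.23, and -0.97 with median scaling). The other 10 of the 14 detected probes of this group were not called, and the group's median of -0.36 lay at percentile 0.02 of random lists of like brightness. The mature sequences of miR-17-5p, miR-20a-5p and miR-20b-5p are nearly alike, and their probes can bind one another's miRNA. Random lists do not copy this, so the percentile can overstate how unusual the median is. Among the other lower miRNAs were miR-5097 (-1.97 ± 0.16), miR-125a-3p (-1.28 ± 0.12), miR-652-5p (-1.18 ± 0.14) and miR-3968 (-1.03 ± 0.52, and -2.48 with median scaling). Of the miR-29 family, 3 probes were detected, none was called, and the median was -0.38. The 5 detected probes of muscle-enriched miRNAs had a median of 0.59, with miR-206 alone called. Of the miRNAs of the imprinted Dlk1-Dio3 region, which holds miR-487b, 10 were detected and 1, miR-3072-3p (-1.01 ± 0.20), was lower, with a median of 0.016. That call was lost with median scaling (-0.75), with the 75th percentile (-0.85), without between-array normalization (-0.77) and in the authors' processed values (-0.75). Several of the 10 probes of this region lay at 12 to 50 units above background on C2C12-PR, and others were brighter. Arrays were simulated for W4-08-PR over C2C12-PR, not for C2C12-DF. There, none of the probes at 12 to 50 units lowered by a log2 of 2.5 was called, and 51.7% of those at 50 to 300 units. Few calls and a median near 0 therefore do not show that the region was unchanged. With plain background subtraction 20 miRNAs were higher and 35 lower, and in the authors' processed values 42 and 21.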

Therefore, we focused on miR-206, miR-133a, miR-133b, miR-487b, miR-6412 and miR-3963 as a potential myogenic differentiation-related miRNAs, and the effect of transfection of these miRNAs on cell differentiation was assessed.

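On the C2C12-PR array miR-206, miR-133b and miR-133a were dim, at 54.4, 37.3 and 27.2 units above background. On C2C12-DF they reached 219, 100.2 and 75.8 units, and on W4-08-PR 1917, 1009 and 693 units. miR-3963 and miR-6412 were among the brightest probes of the C2C12-PR array, ranking 6 and 7 of 1265 at 2739.9 and 2077 units. They read 543 and 227 units on C2C12-DF and 882 and 656 units on W4-08-PR, where they ranked 29 and 41. miR-487b gave 59.0 units on C2C12-PR, 13.0 on C2C12-DF and 11.1 on W4-08-PR. The last 2 values lie close to the detection limits, 1.91 and 1.73 times the SD of all blank spots above background, against 7.77 times on C2C12-PR. The genes of miR-206 and miR-133b lie side by side within the long noncoding RNA gene Lincmd1, and the 2 genes of miR-133a lie beside those of miR-1. Mir487b lies between Mir381 and Mir539, Mir3963 between the gene models Gm6439 and 4930555A03Rik, and Mir6412 within Gm36284, next to Ppm1h. From the higher and lower ratios shared by both comparisons, the paper reasons that these 6 miRNAs are potentially related to myogenic differentiation, and it chose them for transfection.

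**Figure D2:**
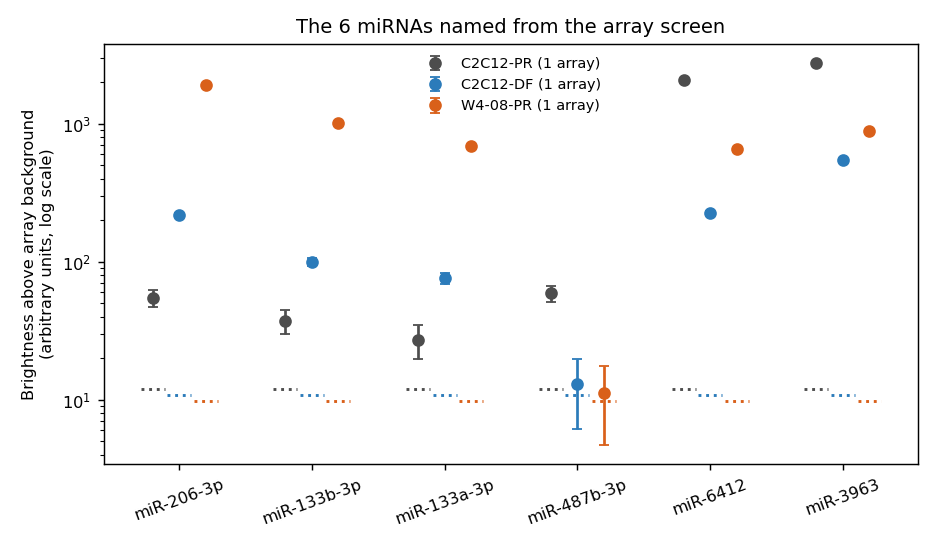
Brightness above array background in arbitrary units on a log scale (vertical axis) of the 6 miRNAs (horizontal axis) on the C2C12-PR, C2C12-DF and W4-08-PR arrays, 1 array each. Bars are 1 SD of the blank spots of each array, without the spread of the spike controls. Dotted lines are the detection limit of each array. miR-487b falls from 59.0 units on C2C12-PR to 13.0 and 11.1 units, near the limits.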

### The effect of miRNA transfection on C2C12 differentiation

We transfected miRNA mimics of the miRNAs which were significantly up- or down-regulated, and effects on cellular differentiation were determined by immunocytochemistry. Transfection efficacy of miRNA mimics was confirmed by real time RT-PCR analysis of PTK9 expression following miR-1 positive control transfection (Additional file: 1 Figure S1). Troponin T expression was evaluated after the transfection of the mimics followed by 3 days incubation in differentiation conditions. The troponin T expression ratio reached approximately 6% in negative controls. Transfection of miR-1 positive control, miR-206 and miR-133a resulted in a significant increase of the troponin T-positive cell ratio, while transfection of miR-487b, miR-3963 and miR-6412 mimics significantly decreased troponin T expression (Figure 1).

**Figure 1:**
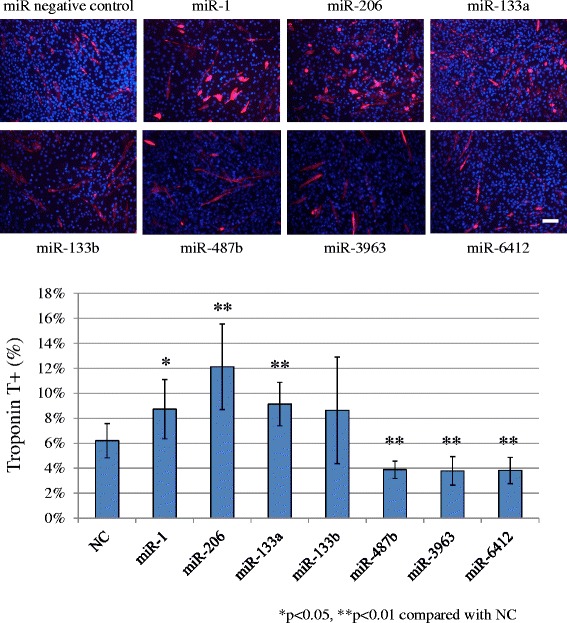
Troponin T expression, 3 days after transfection and medium change. Compared with the miR negative control (NC), transfection of miR-1, miR-206 and 133a resulted in a significantly higher troponin T positive ratio, while miR-487b, miR-3963 and miR-6412 transfectants gave a significantly lower ratio. Scale bar 50 μm. NC: negative control.

Cellular differentiation was also assessed by determining levels of fast and slow type MyHCs. Immunocytochemistry for MyHCs was performed after transfection followed by 1 week of incubation in differentiation medium. Transfection of miR-487b and miR-3963 mimics resulted in a significant decrease in the MyHC (fast) positive ratio (Figure 2), while miR-1 positive control, miR-206, miR-133a, miR-133b and miR-6412 did not affect the MyHC (fast) positive cell ratio. miR-487b, miR-3963 and miR-6412 mimics significantly decreased the MyHC (slow) positive cell ratio (Figure 3).

**Figure 2:**
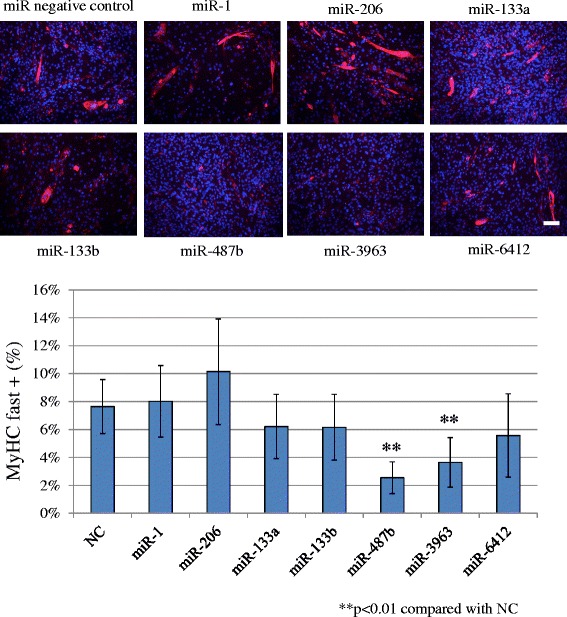
miR-487b and miR-3963 transfection down-regulated fast type MyHC. miR-1, miR-206, miR-133a, miR-133b, miR-6412 did not affect MyHC expression. Scale bar 50 μm. NC: negative control.

**Figure 3:**
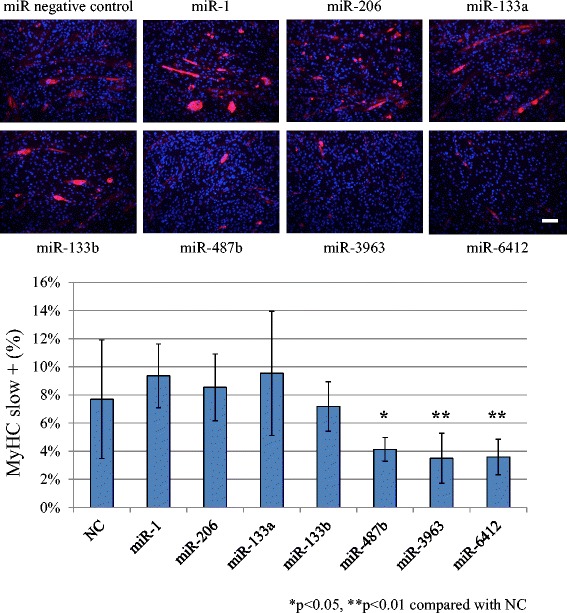
miR-487b, miR-3963 and miR-6412 transfection down-regulated slow type MyHC. miR-1, miR-206, miR-133a and miR-133b did not affect MyHC expression. Scale bar 50 μm. NC: negative control.

### miR-487b, miR-3963 and miR-6412 significantly suppress expression of troponin T

Next, we focused on miR-487b, miR-3963 and miR-6412 transfection, which resulted in decreased differentiation. We confirmed that the expression of these miRNAs was significantly decreased in differentiation conditions by RT-qPCR (Additional file: 2 Figure S2). The expression of these three miRNAs was significantly down-regulated in C2C12 cells cultured in differentiation medium, compared with cells cultured in proliferation medium. The mimics of these miRNAs were transfected in C2C12 cells. To confirm when the reduction of troponin T expression begins, its expression was assessed on days 1, 2 and 3 after transfection. The troponin T expression ratio increased on each day in all groups, and transfection of miRNA mimics suppressed its expression significantly (Figure 4). The suppression of troponin T expression was observed from day 1 for miR-487b and miR-6412, and from day 2 for miR-3963. Next, to address the possibility that these miRNAs might suppress an earlier myogenic differentiation stage, we assessed the expression of myogenic transcription factors, MyoD and myogenin.

**Figure 4:**
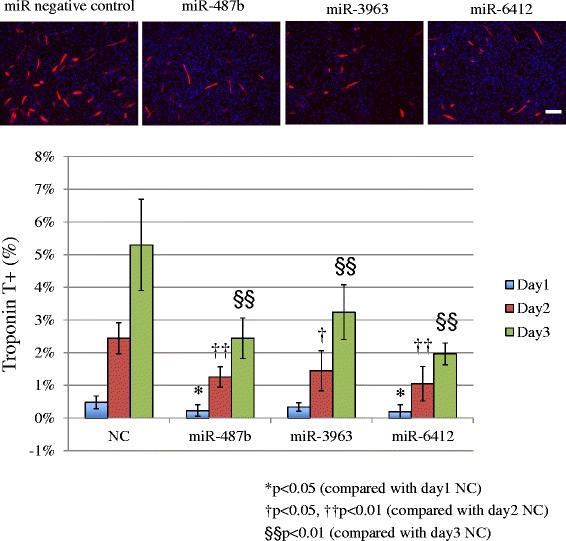
Troponin T expression from day 1 to day 3 after transfection and medium change. Troponin T expression increased on successive days. The miRNA mimic transfection group showed a lower troponin T expression ratio. miR-487b and miR-6412 transfection resulted in significantly lower troponin T expression from day 1. Scale bar 50 μm. NC: negative control.

### miRNA mimic transfection and MyoD and myogenin expression in C2C12 cell

MyoD expression was assessed on day 1, 2 and 3 after transfection. MyoD and myogenin expression was observed from day 1–3 in the nucleus. A positive reaction in the nucleus is presented as the ratio of cells showing a positive nuclear reaction. The nuclear expression ratio of MyoD showed varied scores, but there was no significant difference among miR negative control and miRNA mimic transfection groups (Figure 5). The myogenin nuclear expression ratio increased on each day, but transfection of miRNA mimics did not significantly affect its expression pattern (Figure 6). We do not think that MyoD and myogenin cellular localization is altered by transfection of miRNA mimics because we confirmed that the expression patterns of these molecules in non-transfected C2C12 cells were similar to those of the miRNA transfection group (data not shown).

**Figure 5:**
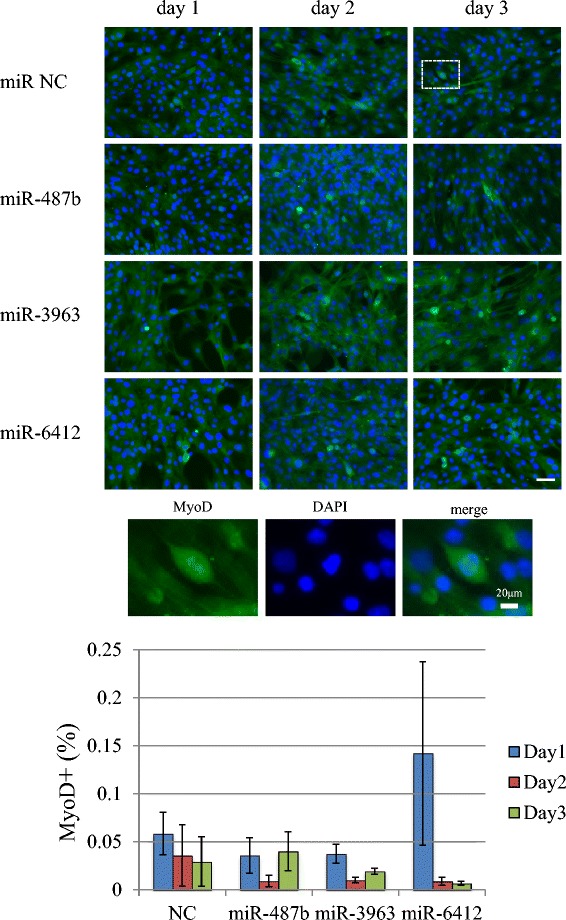
MyoD expression in miRNA transfectants from day 1 to day 3 after transfection and medium change. The nuclear staining pattern is shown (Green: Myo D, Blue: DAPI, photos were taken from the area indicated in the white rectangular). MyoD expression was observed in both the cytoplasm and nucleus. Scale bar 50 μm. MyoD nuclear staining was counted and is presented in the bar graph. There were no significant differences in MyoD nuclear positive ratios. NC: negative control.

**Figure 6:**
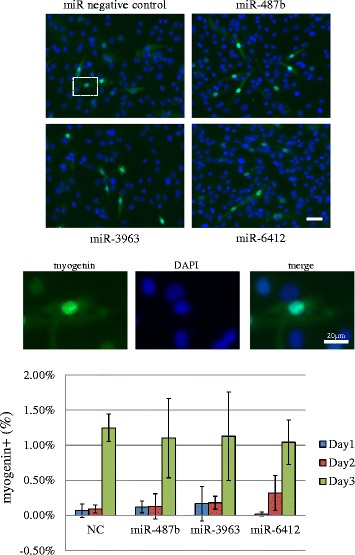
The expression of myogenin in miRNA transfectants on day 3 after transfection. Expression of myogenin was observed in the cytoplasm and nucleus. The nuclear staining pattern is shown (Green: myogenin, Blue: DAPI, photos were taken from the area indicated in the white rectangular). Nuclear myogenin expression was counted. There were no significant differences in myogenin nuclear positive ratios. Scale bar 50 μm. NC: negative control.

Skeletal muscle differentiation is a multistep pathway in which several signaling molecules are implicated. In particular, Wnt signaling plays important roles in myogenic commitment and differentiation. The formation of skeletal muscle from paraxial mesoderm is influenced by signals from the neural tube and dorsal ectoderm, including Wnt4 and BMP4 [4]. And in adult skeletal muscle, several Wnt members including Wnt1, Wnt3, Wnt5a and Wnt7a are required for proliferation and differentiation of satellite cells during myotube turnover [5,7]. Previously we established the W4-08 cell line, which stably over-expresses Wnt4 and spontaneously differentiates into myotubes even in mitogen rich medium. Comparison of gene expression profiles between W4-08 cells and its parental cell line, C2C12, may be informative for the understanding of myogenesis-related molecules. Recently, involvement of miRNAs in skeletal muscle differentiation has been debated. For example, miR-1, miR-206, miR-133 [13,14] are known as muscle-specific miRNAs. Additionally, miR-23a [15], miR-24 [16], miR-26 [17], miR-27a [18,19], miR-27b [20], miR-29 [21], miR-124 [22], miR-128a [23], miR-146b [24], miR-148a [25], miR-155 [26], miR-181 [27], miR-199 [28], miR-186 [29], miR-214 [30], miR-221/222 [31], miR-351 [32], miR-486 [33], miR-489 [34], miR-499 [35] and miR-3906 [36] are reported to be involved in skeletal myogenesis. miRNAs can either inhibit or promote myogenesis, depending on their target mRNAs.

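miR-206 was the 1 miRNA called higher in both W4-08-PR and C2C12-DF relative to C2C12-PR. miR-6412, miR-3963, miR-1983, miR-6364 and miR-3072-3p were called lower in both, though miR-3072-3p in neither with median scaling (-0.73 in W4-08-PR and -0.75 in C2C12-DF), without between-array normalization or in the authors' processed values, where it read 0.079 in W4-08-PR. Without between-array normalization miR-1983 and miR-6364 also lost their call in W4-08-PR. Among the 277 probes, the authors' processed values share 30 higher miRNAs, of 149 in W4-08-PR and 42 in C2C12-DF, and 1 lower, miR-487b. Independent lists of those 2 sizes would share 22.6, before the shared C2C12-PR array is counted. Plain subtraction scaled to the median, chosen after seeing the data, shares 7 higher, miR-133a and miR-133b among them, and 12 lower, miR-487b among them. Independent lists would share 1.56 and 2.16, again before the shared array is counted. miR-133a and miR-133b lay above 0 in both comparisons and at the offset of 50 passed the 2-fold limit in W4-08-PR alone, while miR-487b lay below 0 in both and, at that offset with quantile normalization, passed it in neither. With plain background subtraction all 3 passed it in both. miR-221 and miR-222 were lower in W4-08-PR, whereas in C2C12-DF their log2 ratios were 0.24 ± 0.15 and 0.00 ± 0.24. miR-19b-3p, which was lower in C2C12-DF, was called neither way in W4-08-PR, while miR-5097 was called lower there with median scaling but not with quantile normalization. Across the 277 probes, which are not independent replicates, the 2 log2 ratios had a Pearson correlation of 0.54 and a Spearman correlation of 0.43. Both ratios share the C2C12-PR array, and arrays simulated with no change gave a Pearson correlation of 0.56 (95% of simulations from 0.47 to 0.64). The covariance was 0.14, against 0.017 in the simulations. The simulated arrays held the noise of blank and spike control spots alone. The excess therefore does not tell a shared change from a deviation of the single C2C12-PR array.

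**Figure D3:**
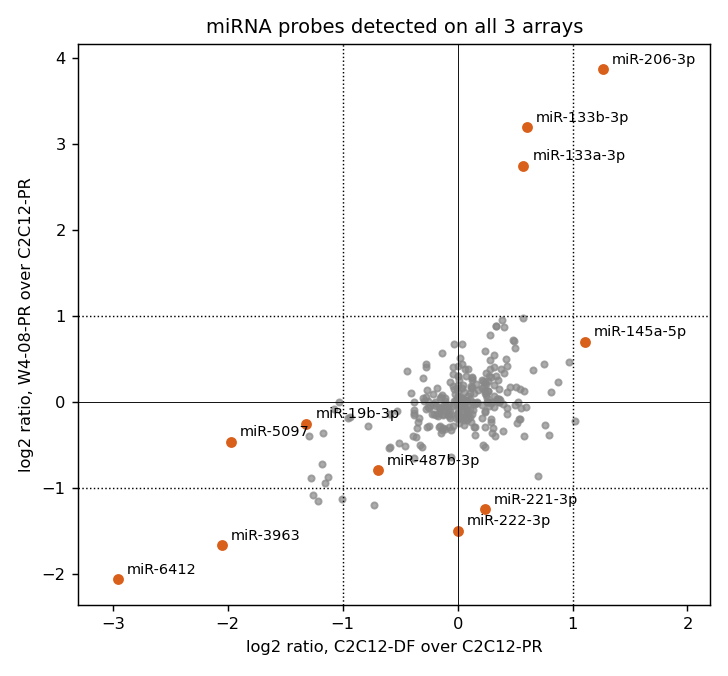
Log2 ratio of W4-08-PR over C2C12-PR (vertical axis) against that of C2C12-DF over C2C12-PR (horizontal axis), 1 point per probe detected on all 3 arrays, with the named miRNAs in orange. Dotted lines mark the 2-fold limits; miR-206-3p lies past both at the upper right, and miR-6412 and miR-3963 past both at the lower left.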

We found that miR-206, miR-133a, miR-133b were up-regulated, and miR-487b, miR-3963, and miR-6412 were down-regulated during myogenic differentiation. Consistent with our previous report, transfection of miR-206, and miR-133a resulted in significantly higher troponin T expression. However, miR-206, 133a and 133b did not affect the expression of slow type or fast type MyHC. We used miR-1 as a positive control, which was as assayed by the down-regulation of the PTK9 target gene (Additional file: 1 Figure S1). Transfection of miR-1 also showed significantly higher troponin T expression because miR-1 also regulates proliferation and differentiation of myoblast cells by targeting the transcription of HDAC4 [14]. However, these miRNAs, which were significantly up-regulated in W4-08 cells, did not affect slow type or fast type MyHC, suggesting that these miRNAs are not significantly associated with the late muscle differentiation step.

In this study, we identified miR-486b, miR-3963 and miR-6412 as novel myogenic differentiation-related miRNAs, the functions of which are largely unknown. Transfection of these miRNAs resulted in reduced expression of myogenic differentiation markers, particularly in the late myogenic differentiation stage. However, involvement of these miRNAs in myogenic commitment or differentiation has not been reported. Moreover, no reports have been published on the function of miR-3963 or miR-6412. Some reports suggested that miR-487b is associated with several kinds of pathological condition. miR-487b is commonly and severely down-regulated in prostate cancer cell lines, suggesting that miR-487b may function as a tumor suppressor that regulates cell proliferation, apoptosis, migration and invasion [37]. Furthermore, miR-487b expression is significantly associated with disease-free survival of non-MYCN-amplified favorable neuroblastoma [38,39]. miR-487b also promotes epithelial-mesenchymal transition in lung adenocarcinoma cell [40], while several other reports imply roles of miR-487b in cellular proliferation. miR-487b is predicted to target insulin receptor-like substrate, down-regulation of which may impair skeletal muscle growth [41,42]. Xi et al reported that miR-487b directly targets Wnt5a [43], which is important in proliferation of satellite cells in adult skeletal muscle.

We also sought the target of these novel myogenic differentiation-related miRNAs using a bioinformatics approach. The candidate target for miR-487b varied greatly depending on the database queried and it was difficult to determine a commonly suggested target. However, according to microRNASeq (https://cm.jefferson.edu/rna22v1.0/), miR-487b directly targets several molecules that are involved in skeletal muscle differentiation, including Wnt3, Wnt5a, troponin T type 3 (skeletal, fast) (TNNT3), myosin, heavy chain 1, skeletal muscle, adult (MYH1), myosin, heavy chain 2, skeletal muscle, adult (MYH2), myosin, heavy chain 3, skeletal muscle, embryonic (MYH3) and myosin, heavy chain 4, skeletal muscle (MYH4). However, we were unable to identify candidate targets associated with muscle differentiation for miR-3963 and miR-6412.

These data indicate that these newly identified miRNAs may directly and/or indirectly suppress skeletal muscle differentiation and maturation.

## Conclusions

In the present study, we identified miR-487b, miR-3963 and miR-6412 as new skeletal muscle differentiation-associated miRNAs. Transfection of mimics of these miRNAs resulted in reduced expression in troponin T and MyHC, but did not affect the expression of MyoD or myogenin. These miRNAs may delay skeletal muscle differentiation by suppressing myotube differentiation and maturation markers. Further investigation is warranted to identify the targets of these miRNAs and the detailed mechanism by which they inhibit skeletal muscle maturation.

## Methods

### Over-expression of Wnt4 in C2C12 cells

The C2C12 cell line (a myoblast-like cell line from the C3H mouse) was purchased from the RIKEN Bioresource Center (Tsukuba, Japan) and maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS) (Nichirei, Tokyo, Japan).

Stable *Wnt4* transfectants were established as previously described [4,44]. Briefly, After 12 to 24 h of subculture, an expression vector bearing a V5-tagged *Wnt4* cDNA (P_CMV_-Wnt4-V5-P_PGK_-blasticidin-SV40pA) was transfected into C2C12 cells. Transfected cells were then cultured in DMEM containing 10% FBS and blasticidin (Life Technologies, Carlsbad, CA, USA). After serial passages in blasticidin containing selection medium for 4 to 5 weeks, *Wnt4*-expressing stable transfectants were obtained.

The stable *Wnt4*-expressing C2C12 cells and parental cells were cultured in either proliferation medium (PR) containing 10% FBS in DMEM or in differentiation medium (DF) consisting of 2% horse serum (Sigma-Aldrich, St. Louis, MO, USA) in DMEM.

### miRNA expression analysis

miRNA expression analysis was performed using total RNA extracted from parental and *Wnt4-*expressing C2C12 cells under proliferation or differentiation conditions.

Total RNA was extracted from cultured cells using Isogen (NIPPON GENE, Toyama, Japan) according to the manufacturer’s instructions. Expression profiles were examined under the following conditions: C2C12 in PR vs. C2C12 in DF, C2C12 in PR and Wnt4-expressing C2C12 in PR, and C2C12 in DF and Wnt4-expressing C2C12 in PR.

Labeling, hybridization, scanning, and data processing were carried out with Toray 3D Gene (Toray, Tokyo, Japan). Minimum information about a microarray experiment-(MIAME-) compliant array data including raw data is deposited in the Gene Expression Omnibus (GEO) at NCBI with accession number GSE63454.

#### Transfection of miRNA

mirVana miR mimics used in this study were hsa-miR-206-3p (assay ID: MC10409), hsa-miR-133a-3p (MC10413), hsa-miR-133b-3p (MC10029), has-487b-3p (MC11296), mmu-miR-3963 (MC20952) and mmu-miR-6412 (MC26271) (Ambion, Life technologies). A scrambled miRNA, mirVana miRNA mimic negative control and a miR-1 positive control were used.

C2C12 cells were cultured in 100-mm diameter dishes until confluent, and transferred into 24-well plates in 2.5 × 10^4^ cells/ml/well. The next day, 16.5 pmol of miRNAs were transfected using Lipofectamine RNAiMAX (Invitrogen, Life Technologies) according to the manufacturer’s instructions. The next day, medium was changed to proliferation medium or differentiation medium and maintained for 1 day to 1 week.

#### Reverse transcription quantitative polymerase chain reaction (RT-qPCR)

The effect of miRNA transfection was determined by checking the expression of the PTK9 gene (a target of miR-1) using RT-qPCR [45]. The cells were harvested at 24 h, 48 h, 72 h and 1 week after medium change. Total RNA was extracted using Nucleospin RNA kits (MACHEREY-NAGEL GmbH, Düren, Germany). RNA was reverse transcribed into cDNA using ReverTra Ace (TOYOBO, Osaka, Japan) and used for quantitative PCR analysis.

The quantitative RT-PCR was performed using THUNDERBIRD qPCR mix (TOYOBO) and Step One Plus (Applied Biosystems, Life Technologies). The PCR conditions were 95°C for 1 min followed by 40 cycles of 95°C for 15 sec and 60°C for 45 sec.

For quantification, standards were prepared by the following procedures. RPS29 was chosen as a housekeeping gene [46], and the expression changes of PTK9 by the miR-1 positive control were evaluated as PTK9/RPS29. The sequences of the primers used are indicated in Table 1.

**Table 1:** **Primer sequences used in this study**

**mouse RPS29**	**Forward**	**5′-ATG GGT CAC CAG CAG CTC TA -3′**
	Reverse	5′- AGC CTA TGT CCT TCG CGT ACT -3′
mouse PTK9	Forward	5′- GAG AGC GGA TGC TGT ATT CC -3′
	Reverse	5′- CAG GAC CTT TCG GTT TAG CA -3′
M13	Forward	5′- GTA AAA CGA CGG CCA GT -3′
	Reverse	5 - CAG GAA ACA GCT ATG AC -3′
miR-487b	Forward	5′- AAG TGG ATG ACC CTG TAC GAT T - 3′
miR-3963	Forward	5′- TTG TGT CAG AAG TGG GAT ACA- 3′
miR-6412	Forward	5′- TAG TAG CTG AGG ATG GTT TCG A - 3′
miRNA Reverse		5′- GC GAG CAC AGA ATT AAT ACG AC -3′
Poly(T) Adaptor		5′- GCG AGC ACA GAA TTA ATA CGA CTC ACT ATA GGT TTT TTT TTT TTC G -3′

Standards were prepared as follows. Real-Time PCR was performed using the appropriate primers and the PCR products were separated by electrophoresis in 2% agarose gels. Then the bands were cut from the gel and amplicons were extracted using a QIAGEN Gel Extraction Kit (QIAGEN, Valencia, CA, USA). The PCR products were cloned with a pCRII-TOPO TA cloning kit (Life Technologies) into DH5α cells. Colonies were picked and cultured in LB medium, and plasmid DNA was extracted using a QiAprep Spin Miniprep kit (QIAGEN). After confirming correct sequences, plasmid inserts were amplified by PCR using M13 primers and Takara LA-Taq (Takara, Shiga, Japan) according to the manufacturer’s protocol. The PCR products were extracted using a MinElute PCR Purification Kit (QIAGEN) and then copy number was calculated. Finally, standards of 10^6^ to 10^2^ copies were prepared by serial dilution.

#### RT-qPCR for miRNA expression analysis

We performed quantitative PCR analysis to assess expression of miR-487b, miR-3963 and miR-6412. Total RNA samples were collected from C2C12 cells cultured in proliferation medium or differentiation medium. C2C12 cells were seeded on 100-mm dishes at 2.0 × 10^6^ cell/10 ml. The next day, media were changed to proliferation medium (DMEM containing 10% FBS) or differentiation medium (DMEM containing 2% HS). The cells were cultured for 3 days, and total RNA was extracted using ISOGEN (NIPPON GENE). cDNA synthesis and RT-qPCR was performed using Universal cDNA synthesis kit II (EXIQON, Woburn, MA, USA), ExiLENT SYBR® Green master mix (EXIQON) and MicroRNA LNA™ PCR primer set (EXIQON), according to the manufacturer’s protocols.

We also designed primers for miR-487b, miR-3963 and miR-6412 and performed quantitative PCR as reported previously [47]. The forward primers were designed based on the entire tested miRNA sequences, and the reverse primer was designed based on the poly (T) adaptor sequence. The sequences of all primers and the poly(T) adaptor are indicated in Table 1.

The cDNA was polyadenylated using a Poly(A) Tailing kit according to the manufacturer’s instructions (Ambion, Life technologies). After phenol-chloroform extraction and ethanol precipitation, the RNA was dissolved in nuclease free water, and reverse-transcribed using ReverTra Ace (TOYOBO) with 0.5 μg of poly(T) adaptor. RPS29 was selected as the internal reference gene for PCR quantification. Real-time PCR was performed using THUNDERBIRD qPCR mix (TOYOBO) and Step One Plus (Applied Biosystems, Life Technologies). The PCR conditions were 95°C for 10 min followed by 45 cycles of 95°C for 10 sec and 60°C for 1 min. The quantity of miRNAs, relative to the reference gene was calculated using the formula 2^-ΔCt^ (cycle threshold), where ΔCt = (Ct _miRNA_ –Ct _reference gene_). Comparison of miRNA expression was based on the ΔΔCt method [48,49], and the relative miRNA expression can be quantified according to the formula of 2^-ΔΔCt^, where ΔΔCt = (ΔCt of C2C12 in DF) − (ΔCt of C2C12 in PR).

### Immunocytochemistry

After transfection of miRNAs, cells were fixed in 4% paraformaldehyde for 10 min and rinsed with PBS three times. Then cells were treated for 30 min with blocking buffer, consisting of 3% BSA, 2% goat serum, 0.2% Tween 20 and 0.1% NaN_3_ in PBS. Then, cells were incubated with anti-troponin T (MAB1487, clone TT-98, Abnova, Taipei, Taiwan), anti-fast myosin heavy chain (MyHC) (MY-23, Sigma-Aldrich), anti-slow myosin heavy chain (NOQ7.5.4D, Sigma-Aldrich), anti-myogenin (F5D, Santa Cruz, Dallas, TX, USA) or anti-MyoD (C20, Santa Cruz) in blocking buffer at 4°C overnight. The dilution of antibodies was 1:200, 1:400, 1:1000, 1:50 and 1:50, respectively. After three TBS washes, cells were incubated with a 1:500 dilution of secondary Alexa Fluor 594-conjugated goat anti-rabbit or anti-mouse IgG antibody (Life Technologies) for 1 h. After three TBS washes, cell nuclei were stained with 1 μg/ml 4′,6′-diamino-2-phenylindole solution (DAPI, DOJINDO, Kumamoto, Japan). Fluorescent images were taken using an All-in-One Fluorescence Microscope BZ-9000 (Keyence Japan, Osaka, Japan). Total cell number and troponin T, MyHC (fast) or MyHC (slow), MyoD and myogenin-positive cells were counted and the results are presented as positive cell ratios. Approximately 1500-2000 cells/well in 6 wells were counted in each independent experiment, and each experiment was independently done more than three times to obtain the statistically significant results.

### Statistics

Significant differences between the control and the miRNA groups were determined using Student’s *t*-test. All computations were performed using PASW Statistics 18 (SPSS Inc., Chicago, IL, USA). P-value less than 0.05 was considered to indicate a statistically significant result.

## Additional files

Additional file 1: Figure S1. The efficacy of miRNA transfection was assessed by real time quantitative RT-PCR. miR-1 positive control transfection reduced its target gene (PTK9) expression significantly. RPS29 was used as a control housekeeping gene. Additional file 2: Figure S2. The expression of miR-487b, miR-3963 and miR-6412 was assessed by RT-qPCR. The expression of these three miRNAs was significantly down-regulated in C2C12 cells cultured in differentiation medium, compared with cells cultured in proliferation medium.

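RT-qPCR measures 1 miRNA at a time by copying it into cDNA and amplifying it, so it does not rest on the brightness scale of an array. The paper describes a kit and also primers of its own design, and names the reference gene RPS29 with the latter. It does not state which of them the chart shows. The chart gives each miRNA in C2C12-DF relative to C2C12-PR set to 1. The paper's reported levels are 0.215 for miR-487b, 0.344 for miR-3963 and 0.618 for miR-6412. On the array of C2C12-DF relative to that of C2C12-PR, the level of miR-6412 was 0.129 ± 0.011 and that of miR-3963 was 0.242 ± 0.030. miR-487b had a level of 0.618 ± 0.080 after normexp correction and of 0.225 ± 0.081 with plain background subtraction. All 3 miRNAs were below 1 by both methods, in cultures that the paper does not state to be the same. The ± is 1 technical SD of the array values.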

# Supplementary material for: miR-487b, miR-3963 and miR-6412 delay myogenic differentiation in mouse myoblast-derived C2C12 cells
**Source:** BMC Cell Biol. 2015 Apr 30;16:13. doi: 10.1186/s12860-015-0061-9
**Supplement:** Additional file 2: Figure S2. — The expression of miR-487b, miR-3963 and miR-6412 was assessed by RT-qPCR. The expression of these three miRNAs was significantly down-regulated in C2C12 cells cultured in differentiation medium, compared with cells cultured in proliferation medium.

## Slide 1

Supplemental Figure 2
### Chart:
| Category | miR-487b |
|---|---|
| C2C12 PR | 1.0 |
| C2C12 DF | 0.214620371283677 |**
### Chart:
| Category | miR-3963 |
|---|---|
| C2C12 PR | 1.0 |
| C2C12 DF | 0.344465724671624 |**
### Chart:
| Category | miR-6412 |
|---|---|
| C2C12 PR | 1.0 |
| C2C12 DF | 0.618224965524874 |**
**p<0.05

How the deposited data were processed for this re-analysis (not part of the article)

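Total RNA of C2C12-PR, C2C12-DF and W4-08-PR cells was labelled and hybridized to 1 Toray 3D-Gene mouse miRNA array per condition. The authors deposited, for each array, the intensity of every spot on a linear scale with no background subtracted, and a table of processed values. That table was compared with the normalized values the authors give beside the spots of each array, with a largest difference of 4.0e-06. These values follow the spot intensity less the 5% trimmed mean of the blank spots, multiplied by a factor. The factor sets the median of the detected probes to 25. The largest difference was not computed for this formula. Probes have no processed value below a limit close to the mean plus 2 SD of the trimmed blank spots. The paper's text names no scanner settings or normalization. It gives an approximate log2 size for the lower miRNAs and no size limit for the higher ones. Every array was assigned to its condition from its label, and no column was left unmapped.

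The spot intensities were background-corrected with the normexp model of limma 3.58.1 in R 4.3.3, with an offset of 50 and the trimmed mean of the blank spots as the background of each array, quantile-normalized across the 3 arrays over the miRNA probes and converted to log2 with no pseudocount. All other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9. No probe was removed. Detection used the authors' limit, and the number of arrays, 1 per condition, limits the precision of every ratio. The 3 pairs of arrays were compared by log2 ratio with no test. A miRNA was called higher or lower at a log2 ratio of at least 1 in size with its probe detected on the brighter array, and a probe undetected on 1 array gives only a bound.

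The miRNAs named are those the paper names that have a probe, the 10 highest and 10 lowest log2 ratios per comparison among probes detected on both arrays, the 5 largest bounds in each direction, and 2 to 4 members of each list with the largest ratios. Lists were muscle-enriched miRNAs, the miRNAs the paper focuses on, those it cites in myogenesis, the Dlk1-Dio3 region, the miR-17, let-7, miR-30, miR-29 and miR-34 groups, miR-23 with miR-27 and miR-24, miR-322 with miR-503, miR-221 with miR-222, miR-199 with miR-214, and miR-15 with miR-16, and miRNAs of blood, neural, epithelial, liver or endothelial, and stem cells. The median of each list with at least 3 detected members was placed among 10000 random lists, each member drawn from its 40 neighbours in brightness. The lists, the limits and the alternatives in the next sentence were set before the data were examined. Those alternatives were scaling to the median or to the 75th percentile, no between-array normalization, plain background subtraction, an offset of 10, the authors' processed values, detection on both arrays, a limit of 3 SD, and size limits of 0.9 and 2. Settings added after seeing the data were plain subtraction scaled to the spike controls or to the median, and the authors' values at a size limit of 0.9. The correlation of the 2 ratios against C2C12-PR was set beside 1000 simulated triplets of unchanged arrays. Gene neighbours came from the annotation of GRCm38.p6, used for names and order alone.

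Recovery was tested on simulated arrays in which 200 of 1265 probes were changed, with 20 repeats. At a signal of 300 units or more above background, 97.8% of the probes lowered by a log2 of 1.5 and 65.9% of those raised by 1.5 were called, and 0.57% of the unchanged ones. At 50 to 300 units, the range of miR-487b and miR-206 on C2C12-PR, 51.7% of those lowered by a log2 of 2.5 and 16.5% of those lowered by 1.5 were called, and 100% and 53.9% of those raised by as much. At 12 to 50 units, none of the probes lowered by a log2 of 2.5 was called, and 53.8% of those raised by 2.5. With plain subtraction scaled to the median, 63.1% of such lowered probes were called, with 9.33% of the unchanged ones.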

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

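All tests of explanations here were chosen after the results were seen. Several signals lie in miRNAs or comparisons on which the paper does not report, past the 2-fold limit and above the array's detection limit. miR-712-5p was lower in W4-08-PR than in C2C12-PR (log2 ratio -1.20 ± 0.13, where ± is 1 technical SD), and was not called without between-array normalization (-0.91) or in the authors' processed values (-0.53). miR-145a-5p, a miRNA of smooth muscle, was higher in C2C12-DF than in C2C12-PR (1.11 ± 0.14). miR-5097 was lower in C2C12-DF than in C2C12-PR (-1.97 ± 0.16) and higher in W4-08-PR than in C2C12-DF (1.51 ± 0.17). miR-125b-5p was lower in W4-08-PR than in C2C12-DF (-1.56 ± 0.52), and by -0.89 in the authors' processed values. On the authors' scale 21 miRNAs were at least 2-fold lower in C2C12-DF than in C2C12-PR, and 104 were at least 2-fold higher in W4-08-PR than in C2C12-DF. No replicate exists against which to test any of them.

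On the authors' scale most miRNAs read higher in W4-08-PR than in C2C12-PR, with a median log2 ratio of 1.05 over the 277 probes detected on all 3 arrays. The scaling may account for most of this, because the median was 0.27 once the arrays were scaled to the spike controls, and the authors' factors alone differ by 0.70 on the log2 scale. Probes near the detection limit may drive the factors. The W4-08-PR array had 138 more detected probes than C2C12-PR at the authors' limits and 22 more (207 against 185) at a common height of 35.6 units above background. A larger amount of miRNA per unit of RNA in W4-08 cells also stays open for the part that remains, since the spike-scaled median lay 7.22 standard errors of the spike scale above 0. A difference in the RNA amount or labelling of the single arrays would look alike, and no biological explanation was tested.

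Most of the brightest miRNA probes of C2C12-PR read lower in C2C12-DF. Of the 7 brightest, 6 were at least 2-fold lower on the spike scale, miR-5100, miR-3968, miR-6366, miR-5097, miR-3963 and miR-6412, while miR-1902 read -0.11. Of all 26 probes above 1000 units on C2C12-PR these 6 alone were, and all are later-numbered miRNAs (numbers of 1000 or more), 6 of 15 against 0 of 11 earlier ones. The group of 7 was drawn after the drop was seen, so where it ends carries no weight. On the quantile-normalized scale, which fixes the brightest values, miR-5100 read 0.00 and miR-6366 0.53 in C2C12-DF. The same 6 were also lower in W4-08-PR on the spike scale, from -1.73 for miR-6412 to -0.57 for miR-6366. A loss of brightness of all bright spots on the C2C12-DF array is argued against by the spike control spots, which are brighter still and had a mean log2 ratio of 0.017 (standard error 0.045), against -1.39 for the smallest drop among the 6. W4-08-PR cells grew in the medium of C2C12-PR, so the medium does not cover their lower readings. High readings on the single C2C12-PR array, which both comparisons share, differentiation, the medium for C2C12-DF and differences in RNA preparation stay open and were not tested. miR-3963 and miR-6412, which the paper carries forward, belong to this set. By RT-qPCR the paper reports levels of 0.344 and 0.618 for these miRNAs in C2C12-DF relative to C2C12-PR. Both lie below 1 and do not rest on the C2C12-PR array, and the other members of the set have no such value.

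miR-487b read lower in C2C12-DF and in W4-08-PR from a dim signal. Spot noise at the level of the blank spots does not account for the direction, because the 95% interval of the spike-scaled log2 ratio from that noise ran from -5.74 to -1.05 for C2C12-DF and from -5.90 to -1.26 for W4-08-PR. The width of these intervals leaves the size of the difference uncertain. Both intervals rest on the same single spot of the C2C12-PR array, and the paper picked miR-487b from these arrays. A high reading of that spot beyond the noise of blank spots stays open for W4-08-PR. For C2C12-DF, the paper's RT-qPCR level of 0.215 relative to C2C12-PR does not rest on that spot. Differentiation stays open as a biological explanation and was not tested, as 1 array stands for each condition.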

How the results depend on the processing

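miR-206, miR-133b and miR-133a lay above 0, and miR-487b, miR-6412 and miR-3963 below 0, in both comparisons against C2C12-PR under all 7 scalings set in advance. Over these, the log2 ratio of W4-08-PR over C2C12-PR ran from 3.65 to 5.84 for miR-206, 2.99 to 5.46 for miR-133b, 2.64 to 5.37 for miR-133a, -2.82 to -0.71 for miR-487b, -2.20 to -0.96 for miR-6412 and -1.95 to -0.93 for miR-3963. Of 78 counts recomputed, 36 stayed within 1.5 times their value, those of the stricter detection rules among them, and 42 did not. Of 2837 ratios of named miRNAs 1383 moved by no more than their technical SD, and of 384 list medians 265 moved by no more than the SD of the list's members. All settings use the same spots, so the technical SD serves here as a yardstick of size only. The 8 Pearson correlations ran from 0.55 to 0.59, against 0.54, and unchanged arrays were simulated for that last setting only. Settings that differ only in the scale of the arrays have the same value by construction (0.58 or 0.59). The 8 are therefore not separate checks.

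The counts of higher and lower miRNAs were 3 and 8 in W4-08-PR over C2C12-PR, 3 and 15 in C2C12-DF over C2C12-PR, and 6 and 6 in W4-08-PR over C2C12-DF. They were the same with detection on both arrays and with a limit of 3 SD. In this order they were 8 and 10, 3 and 16, and 8 and 4 with median scaling. They were 3 and 15, 3 and 17, and 5 and 6 with the 75th percentile. Without between-array normalization they were 12 and 5, 3 and 16, and 13 and 4. Plain background subtraction gave 17 and 48, 20 and 35, and 29 and 45. An offset of 10 gave 8 and 13, 5 and 22, and 9 and 9. The authors' processed values gave 161 and 1, 42 and 21, and 104 and 1. A size limit of 0.9 gave 5 and 10, 4 and 17, and 8 and 7, and one of 2 gave 3 and 1, 0 and 2, and 3 and 0.

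Chosen after seeing the data were plain subtraction scaled to the spike controls (50 and 22, 29 and 33, 53 and 16) or to the median (17 and 44, 36 and 32, 21 and 49), and the authors' values at 0.9 (181 and 3, 51 and 22, 124 and 2). The construction of the size limits accounts for their own shifts, and the offset by design draws dim ratios toward 0. For the other settings the cause was not tested. Among miRNAs past the 2-fold limit and lists in the outer 5% of random lists, the sign reversed for these alone: miR-3072-3p in W4-08-PR over C2C12-PR, from -1.13 to 0.079 in the authors' processed values, and the miR-34 list median from 0.15 to -0.16 with the 75th percentile. The cause was not tested for either. Of named miRNAs detected on both arrays, called or not, 28 of 71 in W4-08-PR over C2C12-PR, 6 of 68 in C2C12-DF over C2C12-PR and 18 of 73 in W4-08-PR over C2C12-DF have another sign on the authors' scale.

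No paired analysis was possible because each condition has 1 array. Each spot alone was not run, as every miRNA probe has 1 spot. Signal over background limits the dim probes, whose ratios shrink with the offset. miR-487b in W4-08-PR was -0.79 with an offset of 50 and -1.36 with an offset of 10, and at the offset of 50 it passed the 2-fold limit only with the 75th percentile (-1.10).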

Differences from the paper's values

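The paper's log2 ratios of W4-08-PR over C2C12-PR are 5.84 for miR-206, 5.46 for miR-133b and 5.37 for miR-133a, against 3.87, 3.20 and 2.75 here. Its values of -1.70 for miR-487b, -0.96 for miR-6412 and -0.93 for miR-3963 stand against -0.79, -2.06 and -1.66. Of the alternatives set before the data were examined, the authors' processed values remove all 6 differences, and no other removes any. For C2C12-DF over C2C12-PR the paper's value for miR-206 is 2.21, against 1.26 here. Plain background subtraction (1.98) and the authors' processed values (2.21) remove this difference, and the other alternatives do not.

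The paper's value of 1.68 for miR-133b in C2C12-DF stands against 0.60, and the authors' processed values alone (1.63) remove the difference. For miR-133a the paper's 1.63 stands against 0.57, and plain background subtraction (1.34) and the authors' processed values (1.68) remove it. The authors' table thus holds the paper's pair of values in the opposite order. The paper's -1.98 for miR-487b stands against -0.69, with no difference under plain background subtraction (-2.15) or in the authors' processed values (-1.98), and a difference under the others. Plain subtraction scaled to the spike controls or to the median, chosen after seeing the values, also removes the differences in C2C12-DF, with 1.98 and 2.04 for miR-206, 1.40 and 1.46 for miR-133b, 1.45 and 1.51 for miR-133a and -2.20 and -2.15 for miR-487b. Scaling to the spike controls makes miR-6412 (-3.22 against the paper's -2.99) and miR-3963 (-2.36 against -2.13) differ, which they do not at -2.95 and -2.05. Of the alternatives set in advance, plain background subtraction (-3.26) and an offset of 10 (-3.13) also make miR-6412 differ. Both scalings of the plain subtraction call all 6 of the paper's miRNAs in that comparison, dropping 0 of them.

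The paper counts 161 miRNAs higher in W4-08-PR, against 3 here. Its text gives an approximate log2 size for the lower miRNAs and no size limit for the higher ones. The authors' processed values give 161 and no other alternative set in advance comes within 1.5 times. For C2C12-DF the paper counts 42, against 3 here, and again the authors' processed values alone (42) remove the difference. The spike-scaled (29) and median-scaled (36) subtraction, chosen after seeing the values, also come within 1.5 times and drop 20 and 15 of the 42 miRNAs called on the authors' scale. The paper names only 3 miRNAs as lower in W4-08-PR. Here 8 were lower, miR-6412 and miR-3963 among them, and miR-487b was not called. It was called with the 75th percentile (-1.10), an offset of 10 (-1.36), plain background subtraction (-2.82), the authors' processed values (-1.70) and, chosen after seeing the values, subtraction scaled to the spike controls (-2.47) or to the median (-2.81). The authors' values at a size limit of 0.9, also chosen after seeing the data, give 3 and drop 0 of the paper's miRNAs.

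By RT-qPCR in the supplement the paper's level of miR-487b in C2C12-DF is 0.215 of that in C2C12-PR, against 0.618 on the arrays here. Plain background subtraction (0.225) and the authors' processed values (0.254) remove the difference and the other alternatives set in advance do not. Scaling to the spike controls (0.217) or to the median (0.226), chosen after seeing the values, does so too and drops 0 of the 3 miRNAs. Levels are taken to differ here when they are over 1.5 times apart and further apart than 1 technical SD, and log2 ratios when further apart than 1 technical SD. The paper's log2 ratios come from the same spots, so for them the technical SD is only a yardstick of size. A setting with a larger SD removes a difference more easily. For miR-3963 the paper's 0.344 and the 0.242 ± 0.030 here are within 1.5 times, though further apart than the technical SD, as is the 0.230 with an offset of 10. In all other settings the level of miR-3963 does differ, those that close the gap for miR-487b included, with 0.223 under plain background subtraction, 0.228 in the authors' processed values, and 0.195 and 0.203 with the 2 scalings chosen after seeing the values. For miR-6412 the paper's level by RT-qPCR is 0.618, against 0.129 here, and no setting removes that difference.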

Other observations

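No test of an explanation is reported in this part. W4-08-PR and C2C12-DF, which the paper lists among its comparisons without giving ratios, had their 3 highest ratios in muscle-enriched miRNAs. miR-206 (log2 ratio of W4-08-PR over C2C12-DF 2.61 ± 0.15, where ± is 1 technical SD), miR-133b (2.60 ± 0.19) and miR-133a (2.18 ± 0.16) were higher in W4-08-PR, although those cells grew in proliferation medium. The other 2 detected probes of that list were not called, miR-486-5p at 0.30 and miR-486-3p at -0.64. miR-19b-3p was also higher (1.07 ± 0.14, and 0.95 with the 75th percentile), and miR-17-5p (0.99 ± 0.16) and miR-20a-5p (0.91 ± 0.12) lay just under the limit. The 14 detected probes of the miR-17 group had a median of 0.35, at percentile 99.97 of random lists of like brightness, and of 0.25 to 1.62 over the settings run. This rests on the same C2C12-DF array as the group's low median over C2C12-PR, so it is not a separate finding. Some of these probes can bind one another's miRNA, which random lists do not copy, so the percentile can overstate how unusual the median is. miR-3968 was higher too (1.03 ± 0.54). miR-222 (-1.496 ± 0.13), miR-221 (-1.49 ± 0.15), miR-3090-5p (-1.24 ± 0.14), miR-762 (-1.18 ± 0.19) and miR-3102-5p (-1.03 ± 0.19) were lower in W4-08-PR, as was miR-125b-5p. With median scaling miR-762 (-0.98) and miR-3102-5p (-0.92) were not called, and on the authors' scale, where they read -0.36 and -0.28, miR-222 alone was called lower (-1.14). miR-6412 had a ratio of 0.89 ± 0.18, and miR-3963 of 0.39 ± 0.17. miR-487b, near the detection limit on both arrays, had -0.10 ± 0.17.

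Of 61 probes for miRNAs that the paper cites in skeletal myogenesis, 28 were detected on both arrays of W4-08-PR and C2C12-PR. Of these, miR-221 and miR-222 were lower and none was higher, with a list median of 0.004, while on the authors' scale 16 were higher and 0 lower, with a median of 1.05. None of 28 was called in C2C12-DF over C2C12-PR (percentile 14.3). miR-29b-3p, which the paper cites, had a log2 ratio of -0.78 ± 0.17 there, and -1.31 in the authors' processed values. Of 29 detected in W4-08-PR over C2C12-DF, the same 2 miRNAs were lower, and the median was 0.10. That median lay below 0 with scaling to the 75th percentile. On the authors' scale 15 were higher there and 1 lower.

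The miRNAs that the paper focuses on were chosen by the study on these arrays, so their medians are no independent evidence. In W4-08-PR over C2C12-PR these were 3.20 for the 3 up-regulated ones and -1.66 for the 3 down-regulated ones. Of the miR-30 group (median 0.16), the group of miR-23, miR-27 and miR-24 (-0.028), the group of miR-322 and miR-503 (0.17), the miR-34 group (0.15) and the group of miR-15 and miR-16 (0.17), none was called in that comparison, nor in the others. On the authors' scale, where all ratios of that comparison are shifted up, 7 of 7, 4 of 6, 5 of 5, 3 of 5 and 3 of 3 detected probes of these groups, in this order, were higher. The neural (-0.14) and stem cell (-0.11) lists had 3 and 5 detected members, none of them called. Of 9 blood probes 1 was detected on both arrays, and of 14 epithelial and 4 liver or endothelial probes none was. The let-7 group had a median of 0.25 in C2C12-DF over C2C12-PR, with none called.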
